A study of Mus musculus with 17 samples. Its data were reported in "ARID1A governs the silencing of sex-linked transcription during male meiosis in the mouse" (2024).

How the data were processed

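H3.3 occupancy was measured by CUT&RUN, in which an antibody directs a nuclease to its target on chromatin in intact cells and the released fragments are sequenced. The cells were mouse pachytene spermatocytes purified by sedimentation (Sta-Put) from Arid1a WT testes and from testes with a conditional knockout of Arid1a in germ cells (Arid1a cKO), made with a Stra8-Cre transgene. The series holds 17 libraries. Of these, 5 were made with an H3.3 antibody, 2 from Arid1a WT and 3 from Arid1a cKO. The other 12, made with either of a pair of ARID1A antibodies, were not analysed here. Groups were taken from the sample titles.

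The authors trimmed the reads, aligned them to mm10 with bowtie2, removed PCR duplicates and called broad peaks in each library with MACS2 against a rabbit IgG library from another study. No filter on mapping quality was described. They then overlapped the peaks of the replicates, and the result is 1 deposited list of peaks per genotype. Each row of a deposited list carries a fold enrichment, the ratio of H3.3 to background pileup averaged over the broad peak. Each row of a deposited list also carries a -log10 p and a -log10 q of that peak against the IgG background. The fold of a peak is the authors' own value and was used to describe, rank or filter peaks within a list. It was also used with p to solve for the background compared between the lists. The lowest folds of the lists were compared as well. Because each list combines replicates, no spread between replicates, SD or test of the genotype can be had from it. The sequencing depth of the libraries is unknown. The number of per-sample columns left unmatched was 0.

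Rows of a list that overlapped by at least 1 bp were merged into peak regions, since an overlap of replicates can write a peak more than once. Counts of rows are given beside counts of regions. Coordinates are 1-based on mm10 (GRCm38). Shares have 95% Wilson intervals, which cover counting error only and treat regions as independent. Regions were annotated by their centre as promoter (from 1 kb upstream to 100 bp downstream of a transcription start), transcript end, exon, intron or intergenic, in that order, with the 141730 transcripts of GENCODE M21 on the 21 chromosomes. The gene set was chosen after the lists had been opened and before any annotation share was computed.

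The overlap of the lists was tested with a one-sided permutation test of 10000 rotations of the WT regions within each chromosome. Enrichment at transcription starts (region centre within 1 kb) was tested with 1000 rotations, and clustering on the sex chromosomes with 1000 independent placements. The number of cKO regions in the segments of X and Y that hold the WT regions was set against 10000 rotations of the cKO regions, a test added after the data had been seen. Clustering was measured as the smallest number of 1 Mb windows that held 50% of the sex-linked WT regions. The smallest p these can give is 0.0001 for 10000 placements and 0.001 for 1000. These are tests on positions in the lists and not of the genotype.

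MACS2 computes fold as pileup over background after adding 1 to each, and p as a Poisson tail, so the background pileup of each peak was solved from its fold and p. This is approximate, because both are averages over a broad peak. Copies of the 50-mers of each region were counted on both strands of the 21 chromosomes, and regions were joined into a family where they shared at least 10% of the 31-mers of the smaller region. The same rule was used to compare WT with cKO regions. As a comparison, 10 random places of the same length were drawn on the same chromosome for each region.

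The functions were tested on simulated data. Backgrounds drawn around 4.5 with a median of 4.54 were recovered with a median of 4.53 over 500 peaks. The rotation test called 0 of 100 pairs of unrelated lists and 100 of 100 pairs with planted overlap at a threshold of 0.05. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and with samtools 1.23.1.

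Peaks named in the text were fixed by rule before the data were examined. They are the 5 with the highest fold in each list (for Arid1a cKO, 5 autosomal and 5 sex-linked), every autosomal WT peak if there were 10 or fewer, and every WT region overlapping a cKO region if there were 5 or fewer. Where a list of 5 would repeat the same statistics, its range is given. A gene is named only where the centre lies in its promoter, exon or intron. Alternatives covered the unit counted, -log10 q thresholds of 3 and 5, support by overlapping rows, the promoter definition, the transcripts used, the overlap that counts as shared and the random placement. Curated RefSeq transcripts, counts of families and the form of p were added as alternatives after the data had been seen.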

Results

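To examine where H3.3 lies in pachytene spermatocytes of each genotype, the H3.3 peaks of Arid1a WT (2 libraries) and Arid1a cKO (3 libraries) were compared. The paper reports inefficient Cre activity, so the cKO cells are a mixture that includes spermatocytes still expressing ARID1A. ARID1A is a subunit of the BAF chromatin remodeler, and H3.3 is a histone variant that accumulates on the X and Y chromosomes when they are silenced in male meiosis. Each genotype is represented by 1 list of combined peaks, so the differences below have no replicate error and no test of the genotype.

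The Arid1a WT list held 228 rows, which formed 228 separate regions covering 306 kb. Their median width was 734.5 bp, and their fold enrichment over IgG ranged from 4.85 to 13.1 with a median of 5.83. The Arid1a cKO list held 12183 rows, which merged into 6552 regions covering 3297 kb. Their median width was 417 bp, and their fold ranged from 2.80 to 14.9 with a median of 3.92. The weakest -log10 p was 6.12 in the WT list and 4.21 in the cKO list. With rows of a -log10 q under 5 left out, the count of cKO regions fell to 1772 and that of WT regions to 42.

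The lists differed in where their regions lay. In Arid1a WT, 224 of 228 regions were sex-linked, a share of 98.2% (95% Wilson interval 95.6 to 99.3%), and 4 were autosomal. In Arid1a cKO, 373 of 6552 regions were sex-linked, a share of 5.69% (5.16 to 6.28%), and 6179 were autosomal. The intervals lie far apart. Counted as rows, the cKO list had 671 sex-linked and 11512 autosomal entries. The counts of regions on X and Y changed in opposite directions. Regions on X numbered 51 in WT and 370 in cKO, whereas regions on Y numbered 173 in WT and 3 in cKO. As shares of their lists both fell, from 22.4% to 5.65% on X and from 75.9% to 0.0458% on Y. Of the 51 WT regions on X, 1 overlapped a cKO region.

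**Figure D1:**
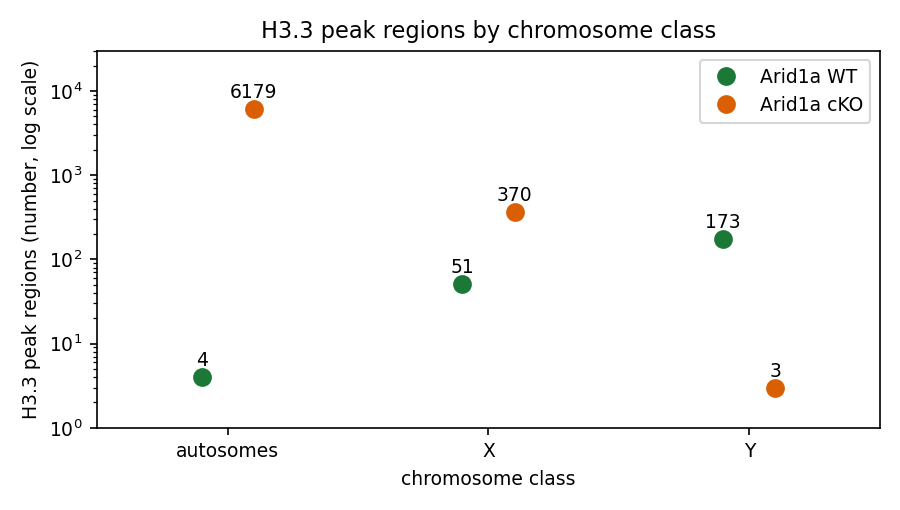
Number of H3.3 peak regions (y axis, log scale) on autosomes, X and Y (x axis), with 1 point per list for Arid1a WT (green) and Arid1a cKO (orange). Regions on autosomes rose from 4 to 6179 and on X from 51 to 370, while those on Y fell from 173 to 3.

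Per Mb of chromosome, cKO regions ranged from 1.69 to 4.16 over the 19 autosomes and came to 2.57 on the autosomes together. The density on X was 2.20 per Mb, within the range of the autosomes, and that on Y was 0.0331 per Mb.

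The sex-linked WT regions were restricted to a short segment of each chromosome. All 51 regions on X lay between positions 123201457 and 126078355, a span of 2.88 Mb or 1.71% of the chromosome. All 173 regions on Y lay between positions 4985675 and 10558675, a span of 5.57 Mb or 6.14%. The median gap between neighbours was 5.06 kb on X and 4.04 kb on Y. In all, 2 windows of 1 Mb held 50% of the sex-linked WT regions, where random placements needed 28 to 40 windows (one-sided permutation p = 0.001, the smallest that 1000 placements can give). The cKO regions on X extended from position 5860054 to 169320695, and 17 of them fell within the WT segment.

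**Figure D2:**
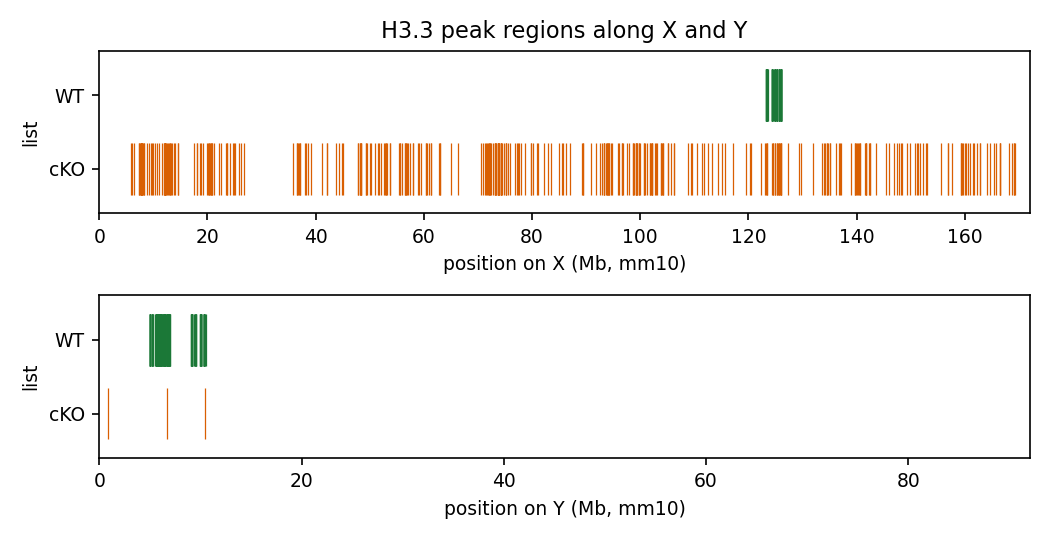
Position of each H3.3 peak region (vertical line) along X (top) and Y (bottom) in Mb on mm10, for the Arid1a WT list (green) and the Arid1a cKO list (orange). The 51 and 173 WT regions occupy 2.88 Mb of X and 5.57 Mb of Y, and the 370 cKO regions on X are spread along the chromosome.

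Few sites were shared. Of the 228 WT regions, 3 overlapped a cKO region, a share of 1.32% (0.448 to 3.80%), against a mean of 0.0864% for rotated positions (one-sided permutation p = 0.0022). The shared regions were at X 126067589 to 126070884 (intergenic, fold 5.90), at Y 6669966 to 6689010 (transcript end, fold 7.01) and at Y 10418333 to 10424546 (intron of Gm28510, fold 6.68). No WT region was covered by cKO regions over 50% of its length. The shared parts were short. On Y, cKO regions of 635 and 257 bp lay within WT regions of 19045 and 6214 bp. On X, a cKO region at 126070529 to 126070579 lay within a WT region of 3296 bp.

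Annotation also separated the lists. Of all WT regions, 92.1% (87.9 to 94.9%) were intergenic and 2.19% (0.940 to 5.03%) lay at promoters. Of all cKO regions, 5.74% (5.20 to 6.33%) were intergenic, 65.6% (64.4 to 66.7%) lay at promoters, 14.5% in exons and 11.4% in introns. The promoter share of the cKO list depended strongly on the definition of a promoter, from 44.9% with curated RefSeq transcripts to 88.1% with a window of 1 kb on either side of the start. Of the sex-linked regions, 92.9% (88.7 to 95.6%) in WT and 34.0% (29.4 to 39.0%) in cKO were intergenic, and 2.23% (0.957 to 5.12%) in WT and 34.0% (29.4 to 39.0%) in cKO lay at promoters. Within the cKO list, the promoter share was 34.3% (29.7 to 39.3%) on X and 67.5% (66.3 to 68.6%) on autosomes.

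**Figure D3:**
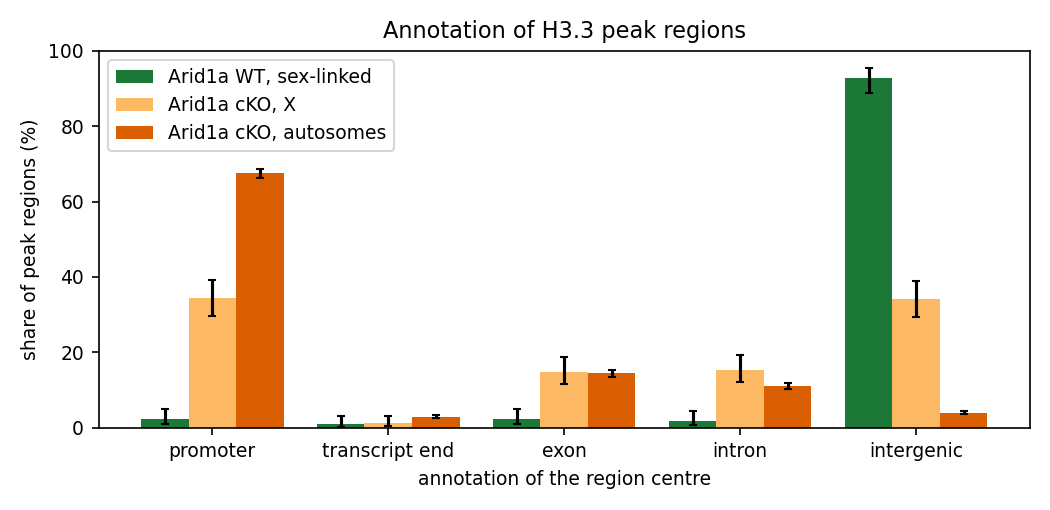
Share of H3.3 peak regions (y axis, %) by annotation of the region centre (x axis) for sex-linked Arid1a WT regions, Arid1a cKO regions on X and autosomal Arid1a cKO regions, with 95% Wilson intervals as error bars. Intergenic regions made up 92.9% of the first set, 34.1% of the second and 4.03% of the last.

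Region centres lay within 1 kb of a transcription start in 88.1% of cKO regions and in 6.34% of rotated positions, a ratio of 13.9 (one-sided permutation p = 0.001, the smallest that 1000 rotations can give). On X alone the share was 51.9% and the ratio 13.5 (permutation p = 0.001). In WT the share was 4.39% against 3.83% for rotated positions, a ratio of 1.15 (permutation p = 0.3596), so no enrichment at starts was detected in 228 regions. Of 20807 autosomal protein-coding genes, 5776 (27.8%, 27.2 to 28.4%) had a cKO region at a promoter. The share was 16.2% (14.0 to 18.7%) of 948 genes on X and 0 of 183 genes on Y, where the interval reached 2.06%.

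Of the WT list, the regions with the highest fold were at Y 6012718 to 6014619 (fold 13.1, intergenic), chromosome 3 93699717 to 93700162 (10.9, intergenic), Y 5722076 to 5723196 (10.8, intergenic), Y 5844094 to 5845859 (9.61, intergenic) and chromosome 9 50832832 to 50833311 (9.05, intron of Alg9). The other autosomal WT regions were at chromosome 1 189194355 to 189194827 (fold 7.05, intergenic) and chromosome 6 142662323 to 142662566 (fold 6.01, intron of Abcc9). None of the 4 overlapped a cKO region.

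Of the autosomal cKO regions, the highest fold was 14.9 at chromosome 3 139205517 to 139205986, at a promoter of Stpg2. It was followed by a promoter of Cwc22 (chromosome 2 77945708 to 77946257, fold 14.7), an intron of Zfp119a (chromosome 17 55878573 to 55879017, fold 11.7), an exon of Swsap1 (chromosome 9 21955688 to 21956106, fold 10.7) and a promoter of Eif2ak1 (chromosome 5 143817729 to 143818051, fold 10.4). Of the sex-linked cKO regions, the highest fold was 6.88 at X 124363652 to 124364061, which was intergenic. The next were a promoter of Eda (X 99975195 to 99976049, fold 6.65), an intron of Ebp (X 8192594 to 8192927, fold 6.52), an intergenic site at X 124612382 to 124612790 (fold 6.29) and an exon of Ccdc120 (X 7750578 to 7750968, fold 6.17). Both intergenic sites lay inside the segment that held the WT regions of X.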

Values the study reported

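The study reported 224 sex-linked H3.3 peaks in Arid1a WT pachytene spermatocytes, or 98% of its peaks. In Arid1a cKO it reported 12183 peaks, of which 11512 (94.5%) were autosomal and 671 (5.5%) were sex-linked.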

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

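No paired analysis was possible because each genotype is 1 list of combined peaks, so that the replicate numbers shared by the labels belong to no column. For the same reason no replicate could be left out in turn. In all, 103 alternatives were run on 19 results, and 53 of them left the result within its interval, its 1.5-fold range or its side of the threshold. None reversed a direction. The cause of the changes below was not tested, except where fewer peaks or other definitions give them by construction.

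Counted as rows, the cKO list had 12183 peaks and 671 sex-linked ones. A -log10 q of at least 3 left 4177 and 185 cKO regions, and one of at least 5 left 1772 and 40. In WT the latter left 42 regions, 39 of them sex-linked. The sex-linked share of WT was then 92.9%, and 99.5% by summed length. That of cKO was 4.43% and 2.26% at the thresholds of 3 and 5, and 5.03% by summed length. Families counted once, an alternative added after the data had been seen, gave 75 in place of 224 sex-linked WT regions.

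The overlap of WT with cKO regions lost its call where 50% of the WT region had to be covered (0%, permutation p = 1) and at a -log10 q of at least 3 (0.629%, permutation p = 0.05989). Where no WT region was covered to 50%, p was fixed at its largest value, so that alternative decides nothing. Over the 7 alternatives the permutation p of the overlap ranged from 0.0014 to 1. Enrichment at transcription starts and clustering kept their calls under all 8 alternatives.

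The promoter share of all cKO regions was 88.1% within 1 kb on either side, 83.5% by any overlap, 67.5% by rows, 71.5% at a -log10 q of at least 3, 61.1% with protein-coding transcripts, 69.4% in regions supported by overlapping rows and 44.9% with curated RefSeq transcripts. Its intergenic share was 4.83% by rows, 2.87% at that threshold, 8.09% with protein-coding transcripts, 3.77% with support and 7.77% with RefSeq. Of the sex-linked cKO regions, 51.5% lay at promoters within 1 kb on either side, 46.1% by any overlap, 41.1% at that threshold, 29.2% with protein-coding transcripts and 22.0% with RefSeq. Their intergenic share was 29.2% at that threshold, 41.0% with protein-coding transcripts, 40.2% with RefSeq and 29.0% with support.

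In WT, any overlap put 5.70% of all and 5.80% of sex-linked regions at promoters, and RefSeq put 0% of either there. The intergenic share was 96.1% of all and 96.9% of sex-linked regions with protein-coding transcripts, and 99.1% and 100% with RefSeq. Under each alternative the intergenic share stayed higher in WT than in cKO.

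The implied background had medians of 1.69 in WT and 4.43 in cKO. The 10th percentiles were 1.56 and 2.85, and p without the added 1, also chosen after the data had been seen, gave 0.690 and 3.66. Peaks under 500 bp wide gave 4.67 in cKO. The cKO value was higher under each. The depth of the libraries is unknown, which limits the comparison of counts on autosomes and of the gain on X.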

Other observations

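Apart from the tests of GC content and of intergenic X regions, each test in this part was chosen only after values bearing on its result had been seen, and how the tests of intergenic X regions, of depth on autosomes and of families were to be read was also settled after their values had been seen. The genotype could not be tested with 1 list for each. A difference between the purified fractions in meiotic substage was not tested either and stays open. In spreads, the paper reports relatively more mid-pachytene and fewer diplotene cells in cKO. Its staining, scored within substages, found that most mutant mid and late pachytene spermatocytes lacked the H3.3 enrichment of X and Y. That argues against substage alone for the staining, but does not cover the sites listed here.

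The number of cKO regions here was 6552, and the number of sex-linked ones 373. Both are lower than the values quoted from the study above. Of the cKO peak names with more than 1 row, 99.8% had rows that overlapped one another, which is consistent with an intersection that wrote a peak once for each replicate it met. The WT list, with a single other replicate, had 0 such names among 12.

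The larger number of autosomal cKO regions may in part reflect depth. The background implied by fold and p had a median 2.62 times higher in cKO than in WT. The numbers in the peak names rose in 215 of 215 steps in WT and 6539 of 6539 in cKO. Fold and p may therefore come from 1 replicate per list, so this ratio may compare 1 library of each genotype. With pileup and background scaled down to the WT median, 1.23% of the autosomal cKO peaks (76 of 6167) still passed the weakest p of the WT list, against 66.8% without scaling. Scaled to the background of the autosomal WT peaks, 35 passed. These remain more than the 4 autosomal WT peaks, and more than the 16 autosomal calls that the peak names below allow before replicates were overlapped. However, the number depends on how the background is estimated. It was 636 with the 10th percentiles of both lists and 3 with p without the added 1, which is below those 16. For the gain on autosomes, depth and genotype cannot be told apart from these lists. The depth of each library is unknown, the estimates of the background differ and each list holds 1 genotype. The paper also compared coverage scaled by effective library size, which was not analysed here. It reports H3.3 above IgG at starts of ARID1A-regulated autosomal genes, which appeared higher in cKO than in WT. Few autosomal WT peaks therefore need not mean a lack of H3.3 there. The loss of sex-linked WT regions is another matter. Of these, 98.7% (221 of 224) overlapped no cKO region, although the lowest fold listed was 2.80 in cKO and 4.85 in WT. Regions on Y numbered 173 in WT and 3 in cKO, while those on autosomes rose from 4 to 6179, which argues against depth as the whole cause of this loss.

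The peak names carry numbers that rose along the sorted chromosomes in 215 of 215 steps in WT. The highest number was 369, and the lowest on a sex chromosome was 17. So the replicate that named the peaks had at most 16 autosomal calls before replicates were overlapped, and the sex-linked excess was already there.

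The segment of X that holds the WT regions may be listed because its sequence is repeated. In WT regions of X, 8.49% of 50-mers occurred once in the genome, against 73.7% at random places on X, with a median of 11 copies. On Y the result went the other way, with 40.4% unique 50-mers in WT regions and 6.37% at random places, which argues against repeated sequence as the reason why this part of Y was listed. The WT regions of Y are still repeated more than random places on X. Extra copies of these arrays in the animals of both genotypes, or fewer in those of the IgG control, would put the same regions in the cKO list, where the lowest fold was lower. Some values go with this. The segment of X held 17 of the 370 cKO regions of X, against a mean of 6.35 over rotations of these regions (permutation p = 0.0454), the segment of Y held 2 of the 3 on Y (0.189, permutation p = 0.0181), and the overlap of the lists was above that of rotated regions (permutation p = 0.0022). However, 1.34% of sex-linked WT regions overlapped a cKO region, and 3 of the 224 shared sequence with any sex-linked cKO region, against 174 that did so with another WT region. This argues against copies common to both genotypes as the whole cause. Arrays that differ between the animals of the genotypes were not tested and stay open.

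The number of sex-linked WT regions may count related sequences repeatedly. The 5 largest families held 52.2% of the regions (45.7 to 58.7%), and 4 families had members on both X and Y. However, 91.7% of the sequence on X and 91.3% on Y was repeat-masked. Outside masked sequence the 5 largest families held 32.2% of 59 regions, and 0 families had members on both X and Y. Still, 29 of these 59 regions (49.2%) were in families of 2 or more. Copies of an array and shared dispersed repeats cannot be told apart here.

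The tables argue against GC content as the whole cause of the cKO regions at promoters. Promoter windows overlapped a cKO region 19.0 times as often as windows of the same GC content away from transcription starts (20.9% against 1.10%). At a GC content of 60% or more the shares were 54.9% and 9.08%. Both shares were higher at high GC content, so GC content stays open as a part of the cause.

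Few cKO regions lay on Y. Of the 7 Y genes whose promoters were at least 80% unique, 0% had a cKO region there, but the interval reaches 35.4% and so includes the 27.8% of autosomal genes. With mostly unique promoters it was 0 of 13 genes (interval up to 22.8%), whose promoters were 52.8 to 100% unique. This interval lies below the autosomal share but includes the 19.6% of 775 X genes with mostly unique promoters. Of the X genes with mostly repeated promoters, 1.16% (2 of 173) had a cKO region there, which goes with loss of repeated reads. For the promoters of Y genes, loss of repeated reads and a lack of H3.3 regions cannot be told apart with so few genes. The fall in regions on Y from 173 in WT to 3 in cKO is a separate matter. Of the 37 WT regions of Y with mostly unique 50-mers, 0% overlapped a cKO region (interval up to 9.41%). On X, 115 cKO regions were listed in mostly repeated sequence. These values argue against loss of repeated reads in cKO as the whole cause of this fall. The promoters of X genes describe the cKO list alone, so they cannot show whether such loss differed between the lists. The WT list, made with the same described steps, held 136 regions of Y in mostly repeated sequence. Whether such loss had a part in the fall stays open. At least 80% of 50-mers were unique in 2 of the WT regions of Y, too few to repeat the test.

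Of the cKO regions on X, 34.1% were intergenic, against 4.03% on autosomes. Repeated sequence may be part of this. Among regions with mostly repeated 50-mers, 82.6% were intergenic, and among the 255 with mostly unique ones 12.2% (8.70 to 16.7%). The latter still lies above the autosomal interval (3.57 to 4.55%), so repeats are not the whole cause. What sets the remaining regions apart was not tested.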
